# Regulation of DNA methylation on key parasitism genes of Cysticercus cellulosae revealed by integrative epigenomic-transcriptomic analyses

**DOI:** 10.1186/s41065-021-00195-9

**Published:** 2021-08-12

**Authors:** Xinrui Wang, Weiyi Song, Guanyu Ji, Yining Song, Xiaolei Liu, Xuenong Luo, Mingyuan Liu, Shumin Sun

**Keywords:** Cysticercus cellulosae, DNA methylation, Epigenetics, Gene regulation

## Abstract

**Background:**

The life cycle of *Taenia solium* is characterized by different stages of development, requiring various kinds of hosts that can appropriately harbor the eggs (proglottids), the oncospheres, the larvae and the adults. Similar to other metazoan pathogens, *T. solium* undergoes transcriptional and developmental regulation via epigenetics during its complex lifecycle and host interactions.

**Result:**

In the present study, we integrated whole-genome bisulfite sequencing and RNA-seq technologies to characterize the genome-wide DNA methylation and its effect on transcription of Cysticercus cellulosae of *T. solium*. We confirm that the *T. solium* genome in the cysticercus stage is epigenetically modified by DNA methylation in a pattern similar to that of other invertebrate genomes, i.e., sparsely or moderately methylated. We also observed an enrichment of non-CpG methylation in defined genetic elements of the *T. solium* genome. Furthermore, an integrative analysis of both the transcriptome and the DNA methylome indicated a strong correlation between these two datasets, suggesting that gene expression might be tightly regulated by DNA methylation. Importantly, our data suggested that DNA methylation might play an important role in repressing key parasitism-related genes, including genes encoding excretion-secretion proteins, thereby raising the possibility of targeting DNA methylation processes as a useful strategy in therapeutics of cysticercosis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s41065-021-00195-9.

## Introduction

Cysticercus cellulosae, the larval stage of *T. solium*, resides in the central nervous system, skeletal muscle, and other organs of both pigs and humans [1, 2], resulting in the high prevalence of cysticercosis worldwide. As a neglected tropical disease prioritized by the World Health Organization, serious human disease burden [3, 4] and annual economic losses in livestock are caused by infection with this pork tapeworm. To better control this disease, the mechanisms of transcriptional and developmental regulation during its complex lifecycle and host interactions should be better understood.

DNA methylation, i.e., 5-methylcytosine (m5C) is an important epigenetic mechanism that is present in the genomes of *Trichinella spiralis* [5] and Platyhelminthes (*Schistosoma mansoni* [6]) parasitic nematodes. Via regulating gene transcription, DNA methylation plays an important role in parasitism. Similar to *T. solium*, *S. mansoni* belongs the phylum of Platyhelminthes. A previous study showed that *S. mansoni* contains conserved DNA methyltransferase 2 (DNMT2) and methyl-CpG binding proteins (MBD) [6, 7] and it is suggest that pharmacological inhibition of SmMBD2/3 and/or SmCBX biology could prove useful in the development of future schistosomiasis control strategies [8]. Importantly, demethylation induced by 5-azacytidine can disrupt egg production and maturation, indicating an essential role for DNA methylation in the normal development of this parasitic worms in this phylum [6]. On other side, schistosomiasis also induces the host’s persistent DNA methylation and tuberculosis specific immune changes [9].

In the present study, we aimed to identify functional DNA methylation machinery and detect cytosine methylation,which can be seen fromthe characterize of methylation patterns, the relationship between methylation and gene expression, and the DNA methylation on key parasitism genes, in the cysticercus cellulosae of *T. solium* based on a draft genome that has been sequenced and annotated previously [10]. To achieve this aim, we applied the whole-genome bisulfite sequencing (WGBS) method to characterize the genome-wide DNA methylation pattern at single-base resolution [11]. Based on this unbiased characterization, our results confirm that in the cysticercus stage, the *T. solium* genome [10] is epigenetically modified by DNA methylation in a pattern similar to that of other invertebrate genomes, i.e., sparsely or moderately methylated [12, 13]. We also observed an enrichment of non-CpG methylation in defined genetic elements of *T. solium* genome, which is a pattern different from mammalian methylomes [12, 13]. Furthermore, we applied RNA-seq technology to profile gene expression. An integrative analysis on both the transcriptome and DNA methylome indicated a strong correlation between these two datasets, suggesting that gene expression might be tightly regulated by DNA methylation. Importantly, our data suggested that DNA methylation might play an important role in repressing key parasitism-related genes, including genes encoding excretion–secretion proteins. In summary, for the first time, we provide data to characterize the DNA methylome and the transcriptome of the *T. solium* cysticercus cellulosae. Our data will be valuable to the community and will allow researchers to provide new insights into the mechanism of methylation in cysticercosis in future studies.

## Materials and methods

### Ethics statement

Animals were treated according to the guidelines of the National Institute of Health (publication No. 85–23, revised 1996). Animal protocols have been reviewed and approved by the Ethical Committee of the Jilin University affiliated with the Provincial Animal Health Committee, Jilin Province, China (Ethical Clearance number IZ-2009-08).

### Sample collection and nuclei acid extraction

Masseter part of Individual cysticerci were isolated from a single, naturally infected *Landrace* (Inner Mongolia, China). The cysts of Cysticercus can be identified by eyes, which have milky oval cysts and filled with liquid and milky scolex on the wall, unbroken cysts sampling in aseptic conditions environment, and rinsed thoroughly several times with phosphate-buffered saline. The cysticerci were first frozen in liquid nitrogen and then finely ground to a powder-like texture. Genomic DNA was extracted using the phenol chloroform extraction method, and total RNA was purified using Trizol reagent (Invitrogen, CA, USA) according to the manufacturer’s instructions. The quantity and quality of the DNA and RNA were tested by ultraviolet-Vis spectrophotometry with a NanoDrop 2000 (Thermo Scientific CA, USA).

### BlastP searches and phylogenetic analysis of DNMTs

Reciprocal BlastP comparisons were first performed to identify DNMTs and MBD orthologs.

Briefly, raw amino acid sequence of were blasted with NR library, Significant hits were defined as those satisfying the following criteria: the result with E-value < 1e-5 and aligned segments covering at least 30% of the sequence length of the hit were preliminary selected, and then, the hits for each gene with maximum of alignment length and with higher identity were used for further analysis. For phylogenetic analysis, multiple sequence alignment was performed by Clustal W [14]. The MEGA7 with the neighbor-joining method [15, 16] based on the JTT + G (Jones-Taylor-Thornton and Gamma Distribution) model was applied to reconstruct the phylogenetic tree with default parameters.

### MethylC-seq library construction and sequencing

Prior to library construction, 5 μg of genomic DNA extracted from a cysticercosis body was spiked with 25 ng unmethylated lambda DNA (Promega, Madison, WI, USA) and fragmented using a Covarias sonication system to a mean size of approximately 200 bp. After fragmentation, libraries were constructed according to the Illumina Paired-End protocol with some modifications. Briefly, purified randomly fragmented DNA was treated with a mix of T4 DNA polymerase, Klenow fragment and T4 polynucleotide kinase to repair blunt ends and phosphorylate the ends. The blunt DNA fragments were subsequently 3’ adenylated using Klenow fragment (3’-5’ exo-), followed by ligation to adaptors synthesized with 5’-methylcytosine instead of cytosine using T4 DNA ligase. After each step, DNA was purified using a QIAquick PCR purification kit (Qiagen, Shanghai, China). Next, a ZYMO EZ DNA Methylation-Gold Kit^TM (ZYMO Research, Irvine, CA, USA) was employed to convert unmethylated cytosine to uracil, according to the manufacturer’s instructions. Finally, PCR was carried out in a final reaction volume. The PCR products were purified using a QIAquick gel extraction kit (Qiagen). Before analysis with an Illumina *Hiseq2500*, the purified products were analyzed using a Bioanalyzer analysis system (Agilent, Santa Clara, CA, USA) and quantified by real-time PCR. Raw sequencing data were processed using the Illumina base-calling pipeline (Illumina Pipeline version 1.3.1). The sodium bisulfite non-conversion rate was calculated as the percentage of cytosines sequenced at cytosine reference positions in the lambda genome. Bisulfate sequence libraries were prepared for sequencing using standard Illumina protocols, and it was sequenced by Illumina HiSeq 4000.

### RNA-seq library construction and sequencing

Total RNA was extracted using the Invitrogen TRIzol Reagent and then treated with RNase-free DNase I (Ambion, Guangzhou, China) for 30 min. The integrity of total RNA was checked using an Agilent 2100 Bioanalyzer. cDNA libraries were prepared according to the manufacturer’s instructions (Illumina). To avoid priming bias when synthesizing the cDNA, mRNA was fragmented before cDNA synthesis. Fragmentation was performed using divalent cations at an elevated temperature. The resulting cDNA was purified using a QIAquick PCR Purification Kit (Qiagen). Then, the cDNA was subjected to end repair and phosphorylation using T4 DNA polymerase, Klenow DNA polymerase and T4 Polynucleotide Kinase (PNK). Subsequent purifications were performed using the QIAquick PCR Purification Kit (Qiagen). These repaired cDNA fragments were 3’-adenylated using KlenowExo (Illumina) and purified using the MinElute PCR Purification Kit (Qiagen), producing cDNA fragments with a single ‘A’ base overhang at the 3’ end for subsequent ligation to the adapters. Illumina PE adapters were ligated to the ends of these 3’-adenylated cDNA fragments and then purified using the MinElute PCR Purification Kit (Qiagen). To select a size range of templates for downstream enrichment, the products of the ligation reaction were purified on 2% TAE-Certified Low-Range Ultra Agarose (Bio-Rad, Hercules, CA, USA). cDNA fragments (200 ± 20 bp) were excised from the gel and extracted using the QIAquick Gel Extraction Kit (Qiagen). Fifteen rounds of PCR amplification were performed to enrich the adapter-modified cDNA library using primers complementary to the ends of the adapters (PCR Primer PE 1.0 and PCR Primer PE 2.0; Illumina). Illumina TruSeq RNA Sample Prep Kit was used with 1 ug of total RNA for the construction of sequencing libraries. RNA libraries were prepared for sequencing using standard Illumina protocols and sequenced by Illumina HiSeq 4000 platform.

### Transcriptome mapping

The raw reads were obtained by Illumina sequencing. Then we get the clean reads from the data set by filtering reads contained the adaptor sequence, or the reads which had low quality and N bases occupy more than 50% of the read’s length with soapnuke [17]. Reads were mapped using Tophat 2.0.11 [18]. The current assembly of the *T. solium* database were used as reference sequence for the transcriptome mapping [9]. Expression was quantified using cufflinks 2.1.1 [19]. RepeatMasker [20] were used to identify tandem repeats.

### Bisulfite mapping and methylation calling

The raw reads were obtained by Illumina sequencing. Then we get the clean reads from the data set by filtering reads contained the adaptor sequence, or the reads which had low quality and N bases occupy more than 50% of the read’s length with soapnuke [17]. Reads were mapped using BSMAP 2.2.74 [21]. The current assembly of the *T. solium* genome were used ss a reference sequence for the bisulfite mapping [9]. Only reads mapping with the properly paired reads were used. The CpG-specificity was calculated by determining the number of cytosines called in all mapped reads at all non-CpG positions and dividing by the number of all bases in all mapped reads at all non-CpG positions. Methylation ratios were determined using a Python script (methratio.py) distributed together with the BSMAP package for both the forward and reverse strands. R package “seqLogo” was used to perform sequence in the form of a position weight matrix. An important summary measure of a given position weight matrix is its information content profile based on entropy [22].

### Protein network analyses

The STRING online tool [7] was used with default parameters. Peptide sequences of key genes were the input and were aligned to *Caenorhabditis elegans* protein sequences.

### Data availability

The *T. solium* methylome data have been deposited at NCBI/GEO/ under the accession number GSE84086.

## Results

### The presence of DNA methylation in the *T. solium* genome

The methylation status of DNA is related to three types of enzymes, including DNA methyltransferases, which affect maintenance methylation and de novo methylation. To understand whether *T. solium* possesses the ability to methylate DNA, we first conducted a reciprocal Blast alignment to identify genes that might be homologous to known DNA (cytosine-5)-methyltransferases. As a result, two genes (Scaffold00200.gene8095 and LongOrf.asmbl_16366) were identified that are homologous to *DNMT3B* and *DNMT2*, respectively, with high sequence similarity (e-value < 1e-10). Scaffold00067.gene4890 was aligned (e-value < 1e-5) with either *DNMT3A* or *DNMT3B* from multiple species. In addition, more than one gene was matched with *DNMT1*, among which Scaffold00068.gene4920 had the best hit (e-value < 1e-10) (Table S1). 

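Segments of the 4 DNMT candidates in Table S2 were matched to the scaffold sequence rebuilt from the 5-base contexts of the deposited methylation table, since a genome sequence was not used here. LongOrf.asmbl_16366 (DNMT2) matched 5 of its 6 segments on Scaffold00114, where the expression table has a locus from 259995 to 261511 with an FPKM of 11.9 (authors' interval 8.26 to 13.4). Scaffold00067.gene4890 (DNMT3A or DNMT3B) matched 8 of 8 segments, in a locus from 229877 to 233346 of Scaffold00067 with an FPKM of 13.4 (10.7 to 15.4). Scaffold00068.gene4920 (DNMT1) matched 8 of 8 segments, in a locus from 68965 to 83354 of Scaffold00068 with an FPKM of 22.6 (18.1 to 23.4). Scaffold00200.gene8095 (DNMT3B) matched 5 of 5 segments, in a locus from 27027 to 28862 of Scaffold00200 with an FPKM of 72.6, above its own interval of 50.4 to 64.3. FPKM was lower in 41.3%, 44.1%, 57.3% and 81.8% of the expressed loci, in the same order. Identity of the matched segments ranged from 71.4% to 100%, so the assignment of the weakest matches is uncertain. The values come from 1 RNA library and have no replicate check.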

Phylogenetic analyses by MEGA7 also supported these results (Figure S1). Moreover, we searched for genes homologous to methyl-CpG binding domain protein (MBD). Two candidate genes (LongOrf.asmbl_5021 and LongOrf.asmbl_14047) were homologous to *MBDs* in multiple species, including *Echinococcus granulosus,* which is closely related to *T. solium* evolutionarily (Table S1 and Figure S2). A full repertoire of functionally conserved amino acid residues was identified for both the potential DNMT2 and DNMT3 and the MBDs of *T. solium*, indicating that these proteins are functionally active (Table S2). However, a high level of divergence between *T. solium* and other species was observed for DNMT1 homologs (Table S2), which was in agreement with previous studies.

Given these results, we assessed the genome-wide DNA methylation profiles in *T. solium* using MethylC-Seq. 

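DNA of T. solium cysticerci, the larval stage in the pig, was bisulfite-treated, which turns unmethylated cytosines into bases read as T, and sequenced as 2 libraries. The authors mapped the reads with BSMAP and deposited 1 table for both libraries together, with the number of reads showing C, the number showing C or T (the depth) and the methylated fraction for each cytosine and strand. The 2 libraries cannot be separated in this table, so no value has a replicate error, and every interval given for methylation covers counting error alone. The table holds 50476417 covered cytosines of 6553 scaffolds and 24158 cytosines of lambda DNA, an unmethylated spike-in. Each genome cytosine with a depth of at least 5 was tested with an exact binomial test of its C reads against the error rate of 0.0041, one-sided, and called methylated at a Benjamini-Hochberg adjusted p under 0.01 (adjusted calls). The false discovery rate used by the authors is not given in the sources used here. Cytosines with a depth of at least 4 and an unadjusted p under 0.01 were collected as well (unadjusted calls). This rule was picked after the values had been seen. Its number of calls lay closest to that of the paper among 36 rules tried, which gave 24 distinct sets of calls. Nearness of this number to the paper's is therefore a result of that choice. Nearness of its other values follows in part from the choice and is not a separate finding. The 36 rules gave 4798 to 937440 calls. On simulated counts at the real depths, the adjusted rule recovered 94.5% of 200 sites planted at a level of 80% and 9% of 200 sites planted at 15%, with 0 calls at unplanted cytosines, whereas the unadjusted rule recovered 47.5% of the sites at 15% and made 39043 calls at unplanted cytosines. The simulation held fewer planted sites than the data gave adjusted calls, so its adjusted cut was stricter and recovery may be understated. Its errors were drawn at 0.0041 in every dinucleotide, so differences in error between dinucleotides were left out. Strand of genes, exons, introns and repeats were not analysed here, since an annotation was not used.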

There were 54.21 million raw reads generated (Table S3). BSMAP [21] was used to align the sequenced reads to the *T. solium* reference sequence, reaching an approximately 76.41% mapping rate. The average read depth was 11.32 per strand, while on average, over 50 Mb (90.52%) of each strand of the *T. solium* reference sequence was covered. 

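Mean depth over covered cytosines of the genome was 11.4, with a median of 6. The effective depth, which BSMAP corrects with the opposite strand for C/T variants, averaged 11.3. Of the covered cytosines, 50% lay on the plus strand, 86.3% had at least 3 reads, 66.6% (33629381) had at least 5 and 28.2% had at least 10. At the median depth a single C read is 1 of 6 reads, so low methylation levels cannot be resolved at most single cytosines.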

Because of the potential occurrence of non-conversion and thymidine-cytosine sequencing errors, the false-positive rate was estimated by calculating the methylation level of lambda DNA, which is normally unmethylated (Materials and methods). We then applied the error rate (0.0041) to correct methylated cytosine sites (mC) identification according to the method described by Lister et al. [11], which is based on a binomial test and false discovery rate constraints. As a result, approximately 76.6 thousand mCs were estimated in the *T. solium* genome (accounting for 0.20% of the total cytosines sequenced with depth ≥ 5X). Both symmetrical CpG methylation and asymmetrical non-CpG methylation were revealed.

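In lambda DNA, 8052 of 1975072 reads at cytosines showed C, a share of 0.408% (95% Wilson interval 0.399 to 0.417%). The share was 0.529% in CpA, 0.382% in CpG, 0.338% in CpC and 0.327% in CpT, and the intervals of CpC and CpT overlapped while the others did not. The genome gave 0.44% over all cytosines, with 0.558% in CpA, 0.423% in CpG, 0.369% in CpC and 0.34% in CpT. CpA had the largest share in both. Adjusted calls were made at 0 of 24127 tested lambda cytosines and unadjusted calls at 127 of 24133 (0.526%), 56.7% of them in CpA.

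**Figure D1:**
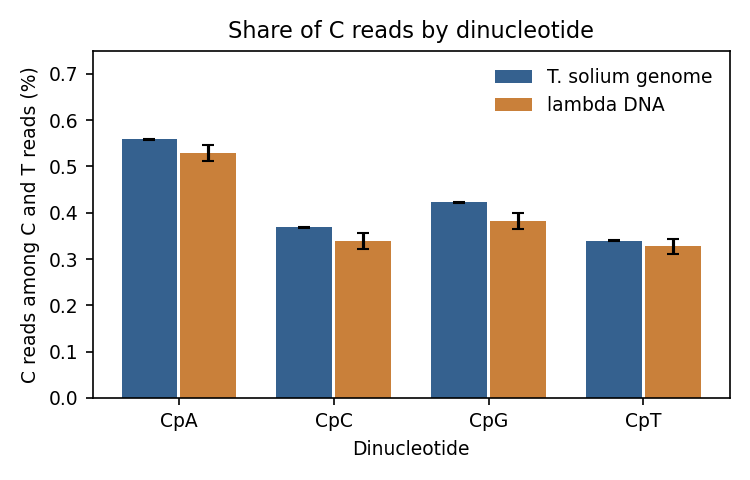
Share of reads showing C among reads showing C or T (percent, y axis) for each dinucleotide (x axis), in the T. solium genome and in lambda DNA. Bars are shares over all covered cytosines and whiskers are 95% Wilson intervals. CpA stands highest in both, at 0.558% and 0.529%.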

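Adjusted calls numbered 2733 among 33629381 tested cytosines, or 0.00813% of them. Unadjusted calls numbered 75732 among 38788909 tested cytosines, or 0.195%. The alternative that moved the adjusted number most left out the densest 1% of 10-kb windows, and gave 3 calls. At an adjusted p under 0.05 there were 3163 calls, and at a depth of at least 10 there were 1708. Among unadjusted calls, 77.8% rested on exactly 2 C reads, and their median level was 12.5% at a median depth of 17. Adjusted calls had a median level of 81.8% at a median depth of 16.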

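CpG sites read on both strands were compared between strands. Of 510 adjusted CpG calls whose opposite cytosine was also tested, 484 had that cytosine called as well, a share of 94.9% (92.6 to 96.5%), where independent calls would give 0.0141%. Among 7776 unadjusted CpG calls the share was 9.36% (8.73 to 10%), against 0.16% if calls were independent. Of the CpG pairs with adjusted calls on both strands, 99.6% lay on 70 scaffolds methylated mostly at CpG (CpG-alone scaffolds) and 2 called in every context (grouped scaffolds). Without these scaffolds, 2 of 15 adjusted CpG calls had their opposite cytosine called. The same step left 0.453% (0.321 to 0.639%) of 7066 unadjusted CpG calls with a called partner, where independent calls would give 0.145%. Outside CpG there were 280 adjusted calls in CHG and 1122 in CHH.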

### Characterization of overall methylation patterns

We further characterized the global patterns of DNA methylation in the genomes of *T. solium*. First, we showed the percentage of methylated cytosine of each sequence context. Among the 76.6 thousand mCs across the entire genome, a majority (69.5%) were in the context of CHH. In contrast, only 15.38 and 15.12% of the mCs were located in the contexts of CHG and CpG, respectively (Figure S3A). Furthermore, most of the CpG and non-CpGs displayed a low methylation fraction (< 30%) (Figure S3B and C). These patterns are highly different from mammalian methylomes, in which most 5mCs are located in CpG contexts and the majority of the CpGs are highly methylated (> 50%) [12]. 

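Of the adjusted calls, 41.1% (39.2 to 42.9%) were in CHH, 10.2% (9.16 to 11.4%) in CHG and 48.7% (46.8 to 50.6%) in CpG. Tested cytosines were 66.3% CHH, 17.1% CHG and 16.7% CpG, so 0.0238% of CpG were called and 0.00503% of CHH. Of the 1331 CpG calls, 32 lay outside the grouped scaffolds, where the 509 adjusted calls were 88.2% CHH, 5.5% CHG and 6.29% CpG. Unadjusted calls were 69.4% (69.1 to 69.8%) CHH, 15.4% (15.1 to 15.7%) CHG and 15.2% (14.9 to 15.4%) CpG, with called shares of 0.204% in CHH, 0.177% in CHG and 0.178% in CpG. A depth of at least 10 raised the CHH share of the adjusted calls to 55.8%, and a depth of at least 3 lowered it to 30.4%.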

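Methylation levels, as C reads over C and T reads at each called cytosine, depended on the calling rule. Under the adjusted rule 4.58% (3.58 to 5.84%) of 1331 CpG calls lay below 30%, as did 29% of CHH calls and 23.2% of CHG calls, while 69.6% of CpG calls had a level of 70% or more. Few sites at a low level can pass this rule at these depths. It recovered 9% of simulated sites planted at 15%, and the adjusted CpG calls had a median depth of 7. The adjusted shares below 30% thus follow in part from the rule and cannot show how many sites have low levels. Under the unadjusted rule 74.4% of 11490 CpG calls lay below 30%, as did 88.8% of CHH and 88.2% of CHG calls. With a depth of at least 10 the adjusted CpG share below 30% was 12.5%, and without the grouped scaffolds, with p values adjusted anew, it was 30% (14.5 to 51.9%) of 20 calls.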

Since most (69.5%) of the mCs in the *T. solium* genome were in the CHH context, we further analyzed the sequence context of mCHHs across the entire genome to further examine whether there is any sequence bias in the enrichment of cytosine methylation in the CHH context. As a result, mCpA was shown to be preferentially enriched within the methylated CHH dinucleotide (Fig. 1A). 

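The base after each called CHH cytosine was compared with that after all tested CHH cytosines. Among adjusted CHH calls, A followed in 45.9%, C in 34.8% and T in 19.3%, against 41.9%, 25.8% and 32.3% of tested CHH. A followed in 67% of the adjusted CHH calls outside the grouped scaffolds, and in 57.6% of those outside Scaffold00421 as well. Of the 339 adjusted calls then left over all contexts, 202 lay in tandem repeats with a period of at most 6 bases. Among 52579 unadjusted CHH calls, A followed in 66.2%, C in 15.7% and T in 18.1%. The base before the cytosine was C in 43.2% of adjusted and 36.2% of unadjusted calls, against 21.2% and 21.6% of tested CHH.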

There were more than 21,000 methylated CpAs in each strand, meaning that 55.73% of total CpAs were methylated in the entire genome (Fig. 1B, D). This result was consistent with reports that mCpA was predominantly found in another tapeworm, *S. mansoni* [23, 24]. 

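CpA held 288 adjusted calls on the plus strand and 330 on the minus strand, 22.6% (21.1 to 24.2%) of all adjusted calls, while CpA made up 34.9% of tested cytosines. The called share of CpA was 0.648 times (0.604 to 0.694) that of all tested cytosines, but this direction rests on the grouped scaffolds. Without them 324 of 509 adjusted calls were CpA, 1.82 times (1.7 to 1.94) the share of tested cytosines. Without Scaffold00421 as well 180 of 339 were CpA, 1.52 times (1.37 to 1.67). Of these 339 calls, 202 lay in tandem repeats with a period of at most 6 bases. Errors in mapping or conversion may explain those. Of 11739849 tested CpA, 0.00526% were called. Unadjusted calls in CpA numbered 20998 on the plus strand and 21401 on the minus strand, 56% (55.6 to 56.3%) of the unadjusted calls and 0.317% of 13371724 tested CpA, a called share 1.62 times that of all tested cytosines. With the error rate taken per dinucleotide from the covered cytosines of the genome itself, 0.558% in CpA, CpA made up 18% of the adjusted calls. Such a rate counts any methylation as error, so part of the fall from 22.6% is built in. The paper draws the enrichment of CpA in CHH from the sequence around methylated CHH cytosines, and then adds the counts of methylated CpA on each strand.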

With regard to methylation levels, we did not observe significant differences among different sequence contexts for mCs (Fig. 1C).

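Median levels of adjusted calls were 58.3% (45.9 to 61.5%) in CpA, 85.8% (80 to 91.7%) in CpC, 83.3% (81.8 to 83.3%) in CpG and 93.3% (85.7 to 94.1%) in CpT. The interval of CpA does not overlap those of the other dinucleotides, but 144 of the 618 CpA calls lay on Scaffold00421, and without that scaffold, an alternative chosen after the values were seen, the CpA median was 81.5% (72.7 to 86.7%) and overlapped those of CpG and CpC, while CpT, at 93.8% (90 to 95.7%), overlapped neither CpA nor CpG. Unadjusted calls had medians of 11.1% in CpA, 14.3% in CpC and in CpT, and 15.4% in CpG. Intervals are for medians over sites, and sites on the same scaffold are not independent.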

**Fig. 1:**
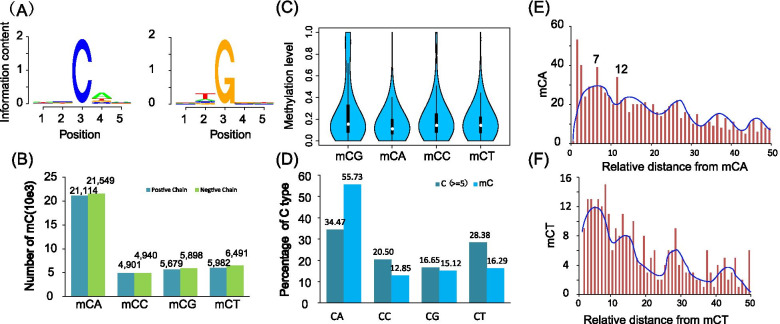
Cytosine DNA methylation in *T. solium*. **A** Logo plots of the sequences proximal to sites of cytosine DNA methylation in each sequence context in *T. solium*; **B** Number of mCs for each type of dinucleotide; **C** Distribution of mCs; **D** Percentage of each type of dinucleotide; **E**, **F** Prevalence of mCA/mCT sites (y-axis) as a function of the number of bases between adjacent mCA/mCT sites (x-axis) based on all non-redundant pair-wise distances up to 50 nt in all introns. The blue line represents smoothing with cubic splines

We next examined whether there was any preference for the distance between adjacent sites of DNA methylation in the *T. solium* genome. The relative distance between mCs in each context within 50 nucleotides in introns was then analyzed because of the steady methylation without any selective pressure by protein coding genes in intron regions. 

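Same-strand pairs of called CpA up to 50 bases apart were counted and set against the pairs of tested CpA at each distance, over all scaffolds, because introns were not used here. Pairs of adjusted CpA calls 8 to 10 bases apart numbered 152 where 122 were expected, a ratio of 1.25 (exact Poisson interval 1.06 to 1.46, over 1859 pairs that are not independent). The ratio was 0.962 at 5 to 7 bases and 0.999 at 11 to 13 bases. Single distances with the largest ratios were 12, 24 and 36 bases. For unadjusted CpA calls the ratio was 1.16 (1.04 to 1.29) at 8 to 10 bases and 1.13 (1.01 to 1.26) at 5 to 7 bases, and the largest single ratios were at 15, 3 and 12 bases. Inside gene loci the ratios at 8 to 10 bases were 1.16 (0.737 to 1.74) for adjusted and 0.961 (0.757 to 1.2) for unadjusted calls. With tandem repeats of up to 6 bases and the scaffolds called in every context left out, they were 1.92 (1.05 to 3.22), over 14 pairs that all lay on Scaffold00421, and 1.07 (0.902 to 1.26).

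**Figure D2:**
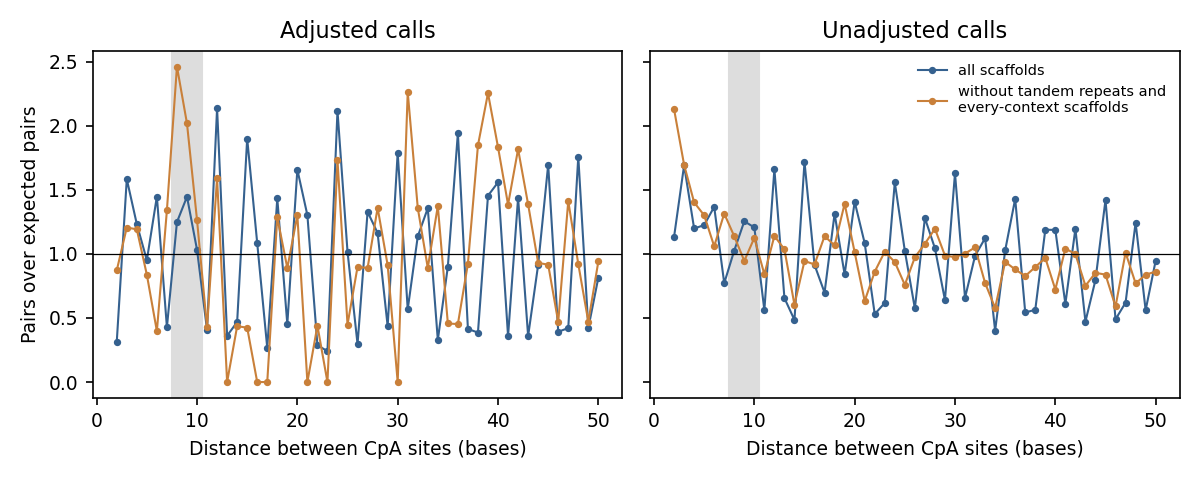
Observed over expected same-strand pairs of called CpA (y axis) by the distance between them (bases, x axis), for adjusted and unadjusted calls, over all scaffolds and with tandem repeats and every-context scaffolds left out. The shaded band marks 8 to 10 bases and the horizontal line marks a ratio of 1. Over all scaffolds the adjusted calls peak at 12 bases.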

Similar to the periodicity of 8–10 bases revealed in previous studies on the Arabidopsis and human genomes [25], we also observed a strong tendency of peaked enrichment of mCpA sites, which might be explained by a single turn of the DNA helix (Fig. 1E). Moreover, we found that mCpT revealed a similar periodicity of 8–12 bases (Fig. 1F), though the numbers of cytosines in the context of CpG and CpC were too few to yield reliable results (Figure S3D and E). 

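Pairs of adjusted CpT calls 8 to 10 bases apart were 1.2 times expected (0.906 to 1.55, 57 pairs), and pairs 11 to 13 bases apart 0.931 times (0.674 to 1.25), so neither departed from 1 by more than counting error. Unadjusted CpT calls gave 1.27 (1.01 to 1.58, 81 pairs) at 8 to 10 bases and 0.922 (0.698 to 1.19) at 11 to 13 bases. The largest single-distance ratio of the adjusted CpT calls was at 35 bases, and that of the unadjusted ones at 9 bases.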

In summary, our results indicated that the molecular mechanisms governing de novo methylation at CpA sites may be similar among the *cysticercus* and the plant and animal kingdoms.

We then examined the distribution of methylation levels for the four categories of methylated cytosines across the entire genome. 

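Levels differed between scaffolds far beyond counting error. On 70 scaffolds, 245401 bases in all, 68% of CpG reads and 1.21% of reads at other cytosines showed C. On Scaffold02396 and Scaffold04516, C was read in 50.3% of CpG reads and 45.8% of other reads. On the remaining 6481 scaffolds, which hold 99.8% of the bases, the shares were 0.386% in CpG and 0.435% elsewhere. These groups were formed after the values had been seen.

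**Figure D3:**
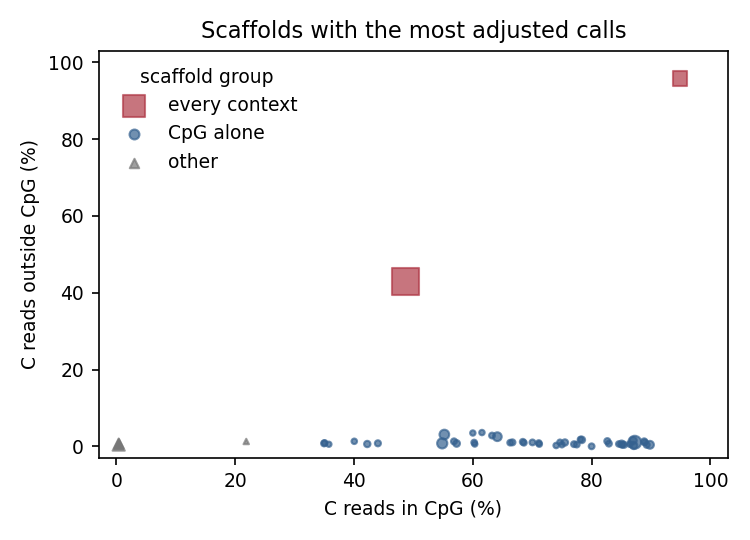
Share of C reads in CpG (percent, x axis) and outside CpG (percent, y axis) for the scaffolds with the most adjusted calls, 1 point per scaffold, with point area rising with the number of calls and shape and colour marking the scaffold group. The CpG-alone scaffolds lie along the x axis, and most other scaffolds lie at the origin.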

In general, similar mosaic distribution patterns were observed for methylation levels of all types of mCs, that is, relatively highly methylated domains were interspersed within regions with low methylation (Figure S4A). Furthermore, the distribution of mCs across the genome was also uneven; dense mCs of specific categories were occasionally enriched in specific scaffolds (Figure S4B). Such a pattern has been observed in previous studies on other invertebrates. 

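Adjusted calls fell in 177 of 16799 10-kb windows with a tested cytosine, and the densest 168 windows held 99.7% (99.4 to 99.8%) of them, against 0.879% of tested cytosines. Calls placed at random would put 12.8% in the densest windows. The densest windows held 9.4% of unadjusted calls, where random placement gives 3.04%. Of all adjusted calls, 60.3% lay on 5 scaffolds, which were Scaffold02396 (929 calls), Scaffold04516 (245), Scaffold02361 (196), Scaffold00421 (170) and Scaffold00699 (108). Calls on Scaffold02361 were all in CpG, and those on Scaffold00421 included none in CpG.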

We also examined the patterns of methylation in annotated elements, including genes, tandem repeats, and transposable elements. The methylation percentage of each cytosine context in exons was higher than that in other annotated elements, especially CpAs, which accounted for a more than twofold greater percentage than the other contexts in exons (Fig. 2A).

**Fig. 2:**
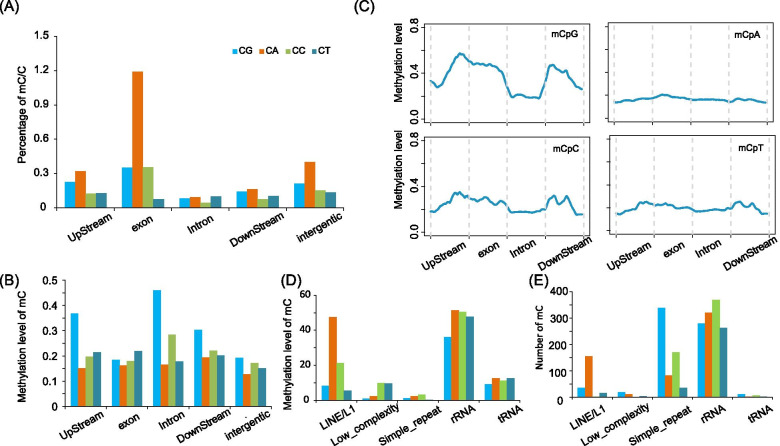
Average methylation levels of different genomic regions. **A**, **B** Average density of methylation; **C** Average density of mC methylation distributed on the genome. Two-kilobase regions upstream and downstream of each gene were divided into 100-bp (bp) intervals. Each coding sequence or intron was divided into 20 intervals (5% per interval). **D** Average mC methylation level on repeat elements; **E** Number of mCs on each repeat element

We then examined the average methylation level in each element, which showed that average CpG methylation levels were higher than those other types of methylated cytosines, similar to mammalian genomes. However, the genome-wide pattern was again divergent from mammalian genomes, as higher average methylation in exons and lower methylation in introns of CpG sites were observed (Fig. 2B, C and Figure S5). 

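Mean levels of called cytosines were compared for gene loci as the expression table gives them, their 2-kb flanks and the remaining sequence, without exons, introns or repeats. In gene loci, adjusted calls had mean levels of 81.9% in CpG, 75.8% in CpC, 63% in CpT and 29.8% in CpA. In the flanks they were 76.6%, 65.6%, 69% and 60.4%, and in the remaining sequence 73.6%, 75.9%, 86.9% and 73.1%. CpG had the highest mean in loci and flanks but not in the remaining sequence, and by the median it was not highest in loci (85.7%, against 94.4% in CpC) or in flanks (83.3%, against 93.8% in CpT). Without the grouped scaffolds, 12 CpG calls in loci were left. Unadjusted calls had mean levels in gene loci of 31.4% in CpG, 21.7% in CpC, 20.3% in CpT and 16.8% in CpA. Without the grouped scaffolds CpG no longer led. In loci with an FPKM of 0 its unadjusted mean was then 13.1%, against 15.8% in CpC. In the lowest and highest quartile of FPKM it was 18.2% and 19.2%, against 19.4% and 19.5% in CpC. Over all tested cytosines, called or not, the share of C reads in gene loci was 0.562% in CpA and 0.429% in CpG. Adjusted calls made up 0.00838% of tested cytosines in loci, 0.0112% in flanks and 0.0061% in the remaining sequence. Without the grouped scaffolds the order changed, to 0.00152% in loci, 0.000258% in flanks and 0.00222% in the remaining sequence. Of the 220 calls then left in loci, 170 lay in a locus of Scaffold00421, and without that scaffold the share in loci was 0.000347%. Of the 339 calls left in all regions without both, 202 lay in tandem repeats of up to 6 bases. How these split between regions was not counted. Unadjusted calls made up 0.164% of tested cytosines in loci, 0.196% in flanks and 0.233% in the remaining sequence. Without the grouped scaffolds the unadjusted order stayed, at 0.157%, 0.183% and 0.228%.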

The trend for the average methylation of CpC and CpT was similar to that of CpG. However, a uniform distribution of CpA methylation levels in each annotated element was displayed (Fig. 2C and Figure S5). We also analyzed the methylation level of each cytosine context in repeat regions (Fig. 2D, E). Previous studies have indicated that transposable elements are usually unmethylated in the honey bee Apis mellifera and silkworm Bombyx mori [26, 27]. 

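Repeat and rRNA annotations were not used here, so scaffolds with rRNA-like sequence were sought by the sites of universal small-subunit rRNA primers in the rebuilt sequence. Scaffold02396, 1896 bases long, held 3 such sites, at 135 to 151, 636 to 655 and 1225 to 1243. Scaffold00643 held 1, at 19816 to 19835, and Scaffold00421 held 1, at 8498 to 8514. Scaffold02396 had 929 adjusted calls at 975 tested cytosines, with a median level of 93.9% and a mean depth of 94.9. Scaffold04516, 617 bases long and without such a site, had 245 calls at 245 tested cytosines, with a median level of 98%. A stretch of Scaffold01455 from 105 to 722, 87.9% identical to Scaffold04516, was read at a mean depth of 720 and showed C in 0.416% (0.39 to 0.443%) of its reads. Stretches of Scaffold00643 with 72.9% to 85.4% identity to Scaffold02396 showed C in 0.328% to 0.39% of reads, and the one from 19729 to 20088, which holds the primer site, in 0.379% (0.323 to 0.445%) at a mean depth of 222. None of these similar stretches held an adjusted call.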

In cysticercus, we observed a similar phenomenon as the above species except that relatively highly methylated rRNAs were observed in *T. solium*. Notably, CpAs were methylated at a higher level or frequency than other types in LINE/L1 (Fig. 2D, E).

### The relationship between methylation and gene expression

It was reported that DNA methylation plays an important role in regulating gene expression. We evaluated gene expression in *T. solium* using Illumina high-throughput RNA-seq technology. 

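RNA of cysticerci was sequenced as 1 library, mapped by the authors with Tophat and quantified with cufflinks. The deposited expression table gives for 11903 loci an FPKM, which is fragments scaled by locus length and by the number of mapped fragments, with the lower and upper bound of its confidence interval. Gene names are blank in the table and strand is not given, so genes were handled as loci, by scaffold, start and end, and upstream could not be told from downstream. Counts of fragments were not used here. With 1 library, no difference between loci has a replicate check. Loci with an FPKM above 0 were divided into quartiles, with medians of 1.54, 10, 27.9 and 114, and 2185 loci had an FPKM of 0 (silent). Methylation was joined to loci by position. A cytosine can count for more than 1 locus where loci or flanks overlap, and 97 loci lie on scaffolds without a covered cytosine.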

Most of the raw reads could be uniquely mapped to previously annotated genes (88.17%). A total of 9,718 annotated genes out of 11,903 could be aligned with at least one unique read. 

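An FPKM above 0 was listed for 9718 of 11903 loci. A minimum of 0.1 left 9635 loci, and a minimum of 1 left 8812. Median FPKM of the 9718 loci was 17. For 3501 of them (36%), FPKM lay above the upper bound of its own interval, and for none below the lower bound. This share was 61.8% among the shortest 25% of loci, of 114 to 1080 bases, and 9.88% among the longest. The largest FPKM, 1028250, belongs to a 114-base locus on Scaffold00048 from 504437 to 504550 whose interval is 1.84 to 15.7.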

To characterize the relationship between DNA methylation and gene expression, we divided the expressed genes with at least one read into quartiles of expression levels. We then examined the distribution of methylation levels for different quartiles of expressed genes and genes exhibiting no expression. 

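Called CpG sites in loci of the lowest quartile had a median level of 98.8% (98.6 to 99.1%) over 79 sites in 5 loci, and those of the highest quartile 93.8% (87.5 to 98.3%) over 38 sites in 1 locus. Of the 79 sites, 70 lay in a single locus, on Scaffold02396 from 55 to 447, which has an FPKM of 1.66. The 38 sites of the highest quartile lay in another locus of that scaffold, from 929 to 1282. Without the grouped scaffolds 0 called CpG sites were left in the highest quartile. Without Scaffold02396 and Scaffold04516, with p values adjusted anew, the lowest-quartile median was 87.5% (30.8 to 100%) over 6 sites. Taking C reads over all tested CpG of the loci in place of called sites gave a median of 0.506% over 5 loci. Called CpC sites of the lowest quartile had a median of 98.9% over 81 sites in 1 locus. Those of the highest quartile had 88.2% (63.6 to 97.6%) over 51 sites in 5 loci. Without the grouped scaffolds, 0 called CpC sites were left in the lowest quartile and 4 in the highest, with a median of 34.8%. Among unadjusted calls, medians in the lowest quartile were 16.7% (16.7 to 18.2%) over 953 CpG sites and 18.2% (16.7 to 20%) over 937 CpC sites, and in the highest quartile also 16.7% and 18.2%.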

High CpG and CpC methylation levels were observed in upstream and exon regions of genes with the lowest expression. Moreover, a negative correlation could also be observed between CpA and CpT methylation levels of upstream and exons and expression levels of these expressed genes. However, for silent genes, mainly high CpG and CpC methylation levels of downstream regions were observed (Fig. 3). 

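For unadjusted CpA calls, median levels in loci were 14.3%, 13.3%, 14.3% and 12.5% from the lowest to the highest quartile. For CpT they were 16.7%, 16.7%, 18.2% and 18.2%. Adjusted CpA calls had medians of 98.5% over 49 sites, 0.913% over 149, 50% over 7 and 0.914% over 146 sites. Of the 49 sites in the lowest quartile, 45 lay on Scaffold02396, and without the grouped scaffolds the median was 25.9% over 4 sites. Scaffold00421 held 144 of the 149 sites of the second quartile and 113 of the 146 of the highest, at median depths of 9700.5 and 12058. That scaffold has 144 such calls in all, so the 113 are among the 144 and count in both quartiles, through overlapping loci. Adjusted CpT calls had medians of 98.7% over 43 sites, 2.41% over 20, 80% over 1 and 35% over 47 sites, and without the grouped scaffolds the lowest and highest quartile had 63.3% over 2 and 1.9% over 11. For unadjusted CpT calls that step gave 16.7% in both. All tested CpA of the loci showed C in 0.58%, 0.551%, 0.559% and 0.55% of reads in the same order, and without the grouped scaffolds in 0.555%, 0.551%, 0.559% and 0.546%. Upstream regions and exons were not separated here. From levels by expression class, the paper states that CpA and CpT methylation falls as expression rises.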

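Called CpG in loci of silent genes had a median level of 83.3% (83.3 to 85.7%) over 525 adjusted calls, and in the 2-kb flanks on both sides 85.7% (83.3 to 87.5%) over 1113. Flanks of the lowest and highest quartile had higher medians, 92.3% over 196 sites and 95.7% over 224. Without the grouped scaffolds 2 of the 1113 calls were left, 0 of the 196 and 0 of the 224. Scaffold02396, 1896 bases long, holds 1 silent locus, 1 of the lowest and 1 of the highest quartile. The 2-kb flanks of each cover the rest of that scaffold, so many of the same cytosines count in more than 1 class. These flank medians are therefore not a comparison of separate sites. Unadjusted CpG calls had a median of 75% in silent loci, against 16.7%, 15.4%, 16.7% and 16.7% from the lowest to the highest quartile. With the grouped scaffolds left out, the silent median was 9.52% (8.7 to 10.5%) and the quartile medians 15.4%, 15.4%, 16.7% and 16.7%. C reads over all tested CpG then made up 0.389%, 0.383%, 0.381%, 0.387% and 0.376% from silent loci to the highest quartile. Adjusted CpC calls of silent genes had a median of 59% over 32 sites in loci and 94.7% (93.1 to 95.8%) over 275 in the flanks. Flanks of the lowest and highest quartile had 85.6% over 213 and 93.2% over 263. Outside the grouped scaffolds lay 1 of the 275, 2 of the 213 and 18 of the 263, and the same overlap of flanks applies.

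**Figure D4:**
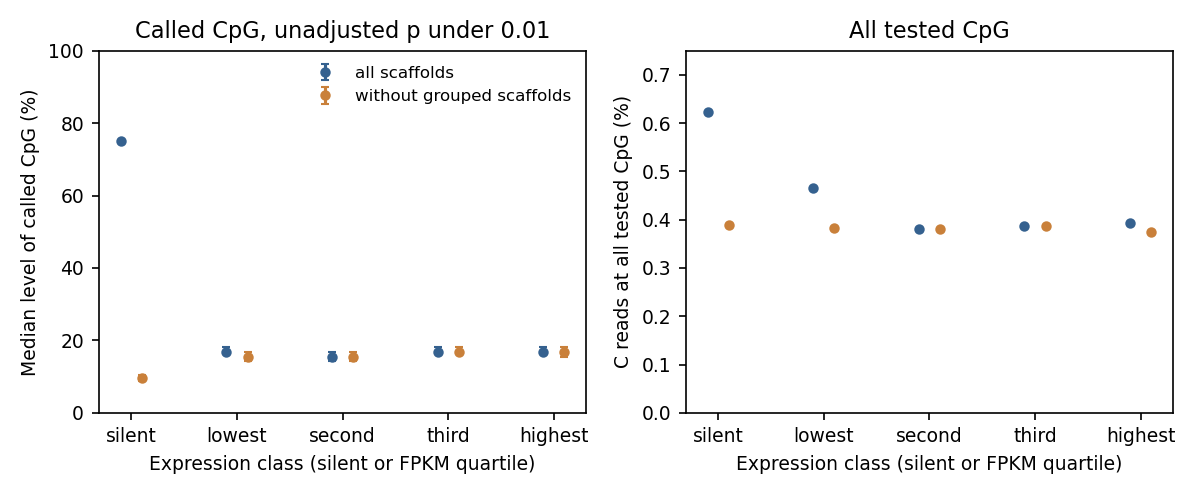
Left, median level of unadjusted CpG calls (percent, y axis) with its order-statistic interval by expression class (x axis), over all scaffolds and without the grouped scaffolds. Right, C reads at all tested CpG (percent, y axis) by the same classes. The silent median drops from 75% to 9.52% without the grouped scaffolds.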

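Across the 18 expressed loci with an adjusted CpG or CpC call, Spearman's rho between the mean level of these sites and FPKM was -0.249 (bootstrap interval -0.672 to 0.312). Loci are not independent replicates, and no p-value is given. With C reads over all tested CpG and CpC as the level, rho was 0.143 (-0.405 to 0.713). For unadjusted calls rho was 0.0207 (-0.0128 to 0.0547) across 3531 loci.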

Taken together, methylation levels of mCs from both CpG or non-CpG sequence contexts were correlated with gene expression levels, though different regulation mechanisms might be involved.

**Fig. 3:**
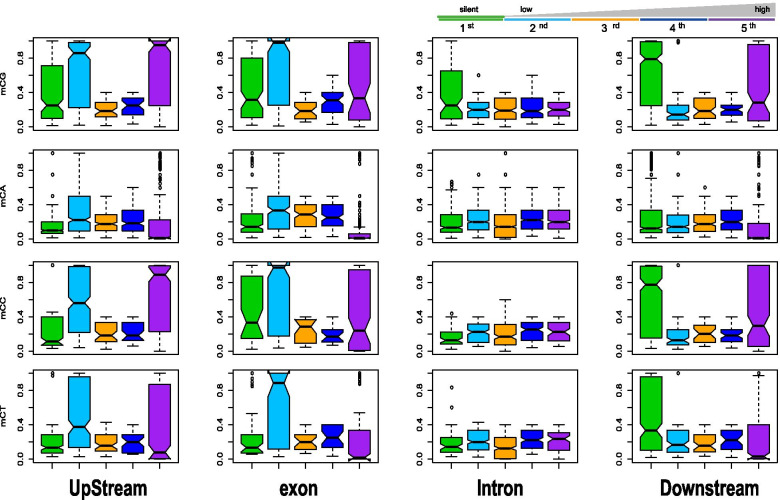
Relationship between mC DNA methylation and expression levels of genes in *T. solium*. Percentage of methylation within genes that were classified based on expression levels. The first class includes silent genes with no sequencing reads detected, and the second to fifth classes cover expressed genes from the lowest 25% to the highest 25%. Regions of 2 kb upstream and downstream of each gene was divided into 100-bp intervals, and each gene was divided into 20 intervals (5% per interval)

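Loci with at least 1 adjusted call numbered 11 of 2430 in the lowest quartile, 10 in the second and 11 in the third. There were 18 of 2429 in the highest quartile and 38 of 2185 among silent loci. The highest and lowest quartile had 8 and 11 without Scaffold00421, and 12 and 2 without the grouped scaffolds. Without both they had 1 each. P values were adjusted anew in each of these steps, which also drops calls on the scaffolds that were kept. With the calls left as they were, 17 highest-quartile and 9 lowest-quartile loci stayed without the grouped scaffolds. At an adjusted p under 0.05 there were 41 in the lowest quartile and 38 in the highest. With unadjusted calls there were 1438 in the lowest quartile (59.2% of its loci), 1720 in the second (70.8%), 1671 in the third (68.8%) and 1255 in the highest (51.7%). Locus length differs between the classes, with medians of 2498.5 bases in the lowest and 1534 in the highest quartile. The 5 loci with the most adjusted calls were 3 loci of Scaffold02396, from 55 to 447 (237 calls), 929 to 1282 (148 calls) and 1409 to 1555 (80 calls), a locus of Scaffold00421 from 129 to 14850 (170 calls) and a locus of Scaffold02361 from 95 to 1082 (116 calls).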

Next, to infer whether methylated genes were enriched for specific molecular functions, we filtered out a total of 1,647 of the genes with the lowest expression and 1,354 of the most highly expressed genes, based on the criteria that at least one mC was present within their genic regions. Then, we applied the WEGO (Web Gene Ontology Annotation Plotting) tool [28] to functionally categorize the gene ontology (GO) terms of these genes. We found that these two sets of genes displayed similar patterns of GO enrichment, specifically, “cell” and “cell part” in Cellular Component, “binding” and “catalytic” Molecular Functions, and “cellular process” and “metabolic process” in Biological Process were relatively enriched. This result suggested that the genes heavily regulated by DNA methylation were more prone to signaling regulation or interaction with environmental factors, e.g., diet or metabolism (Figure S6). In summary, these results suggested the potential for the regulation of *T. solium* genes by DNA methylation, especially those that function as regulators of cell–cell or cell-environmental communication. Furthermore, different molecular mechanisms might be involved depending on different mC contexts and genes.

### Regulation of DNA methylation on key parasitism genes of *T. solium*

To obtain further insight into the epigenetic regulation of parasite development, survival and parasite-host interactions of *T. solium*, we next studied conserved genes across tapeworm-species and genes encoding excretion–secretion proteins (ESPs) in *T. solium*. For conserved genes, we applied a gene set that was reported previously in a study by Bjorn Victor et al., in which 261 genes conserved between Taenia and Echinococcus tapeworms were obtained by comparing the transcriptomes of five important intestinal parasites, including *T. multiceps*, *T. solium*, *E. granulosus*, E. multilocularis and *T. pisiformis* [29]. Based on their results, we further retrieved 216 genes with the best blastx hit for each contig (e < 1e-10) and studied their DNA methylation status. A total of 190 of these genes contained at least one mC across their genic regions. As indicated in Fig. 4C, CpG and CpC methylation levels in upstream and exon regions were higher than other types of methylation and in other genic regions. A further examination of the 190 genes revealed that 71 genes contained CpG or CpC methylation within their upstream or exon regions. Therefore, we searched for extensively methylated genes based on the criterion that the CpG and CpC methylation levels of the examined gene were significantly higher than the average value of the 71 genes. As a result, we revealed 14 conserved genes that were extensively methylated on CpG/CpC sites within their upstream regions and exons (*p* < 0.05). 

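The expression table does not pair loci with gene names, so the 14 genes could be examined only through the scaffold that an identifier names, which 9 of the 14 do. On 7 of these 9 scaffolds there was no adjusted call in CpG or CpC, and on 8 none inside a locus. Reads at CpG and CpC showed C in 0.365% to 0.391% over each whole scaffold, with a median of 0.374%, against 0.394% in the genome and 0.362% in lambda DNA. These scaffolds hold 8 to 198 loci each, so methylation of a single gene would hardly move such a share. Unadjusted calls made up 0.0754% to 0.134% of tested CpG and CpC on these scaffolds and 0.147% in the genome. FPKM of the 14 genes was not analysed here.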

Compared with those 26 genes without mC, we found these 14 genes were expressed at a significantly lower level (Fig. 4A), suggesting DNA methylation maybe one of the key mechanisms for the transcriptional regulation of these conserved genes. For ESPs, we also applied a dataset containing 76 ESPs for *T. solium*, which was identified by Bjorn Victor et al. using a proteomics strategy [30]. We applied the BlastP algorithm to align these ESPs back to the genome and revealed 111 gene sequences that might encode these ESPs (Table S4). Using the same criterion for conserved genes, we found 13 extensively methylated genes. Similarly, gene expression comparisons again revealed that these 13 genes were expressed at significantly lower levels than the 26 non-methylated genes (Fig. 4A). 

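Of the 13 ESP genes in Table S4, 6 have identifiers that name a scaffold. None of the 6 scaffolds held an adjusted call in CpG or CpC. Unadjusted calls made up 0.0577% to 0.294% of their tested CpG and CpC, with the highest shares on Scaffold00455 (0.294%, 13 calls) and Scaffold00590 (0.227%, 6 calls). Reads at CpG and CpC showed C in 0.354% to 0.437% over each whole scaffold, with a median of 0.381%. The highest share, 0.437% (0.394 to 0.485%), was on Scaffold00455, whose 40562 bases hold the gene of diagnostic antigen gp50. Scaffold00291, with the gene of heat shock protein 90-1, showed C in 0.4% (0.364 to 0.44%). Both the genes' own levels and their FPKM were not analysed here.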

Using a similar strategy, we also looked into genes containing methylated CpAs and CpTs within their upstream or exon regions. However, no clear difference in gene expression levels was observed (Fig. 4B). These results indicated that CpG/CpC methylation in upstream regions and exons played a more important role in *T. solium* gene repression. Furthermore, we found a different distribution pattern between mCpG and mCpC for these repressed genes, in which mCpG were mostly distributed in upstream regions, while mCpC were more often in exons (Figure S5). Based on the above analyses, we revealed 27 key genes that might be repressed by DNA methylation mechanisms. Interestingly, a protein–protein interaction analysis using the STRING online tool [7] indicated strong mutual interactions among these conserved proteins and ESPs (Fig. 5) based on annotation of the model organism *Caenorhabditis elegans*.

**Fig. 4:**
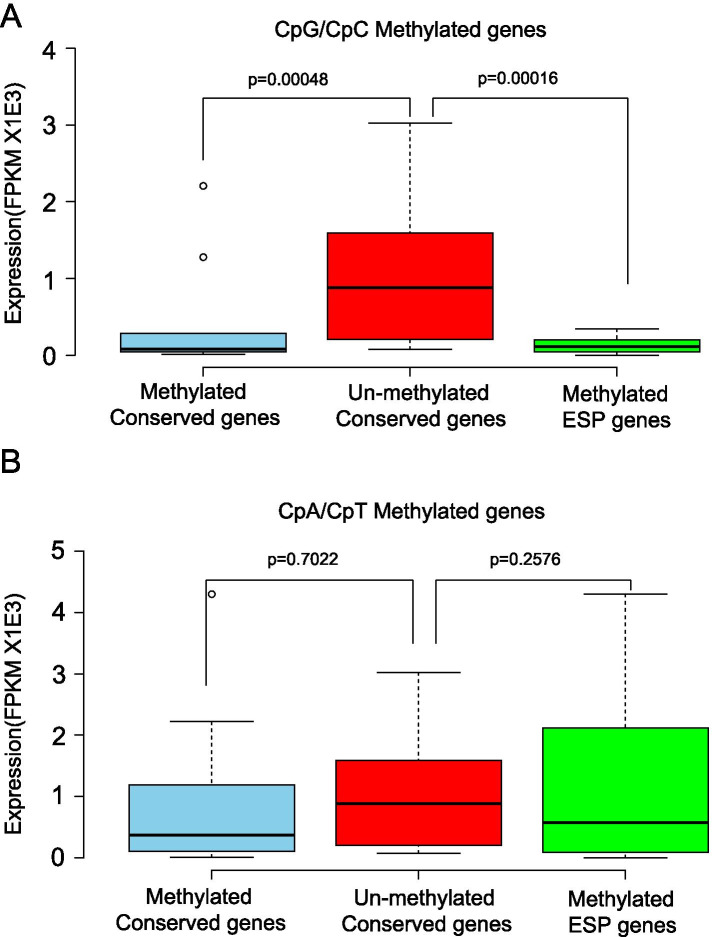
Boxplots of gene expression levels of un-methylated genes, and genes with conserved methylation and methylated ESP genes based on either **A** CpG/CpC methylation or **B** CpA/CpT methylation

**Fig. 5:**
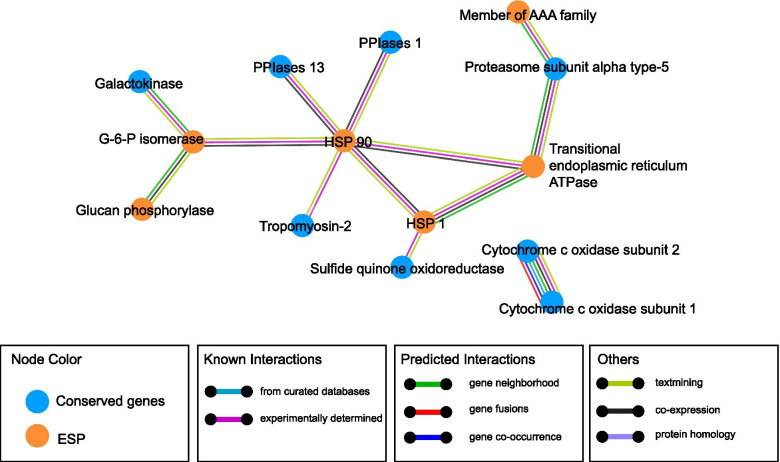
Protein–protein interactions of conserved genes and ESP genes

## Discussion

The larval stage of the pork tapeworm *T. solium* is responsible for cysticercosis, which represents an important public health problem that occurs mainly in developing countries. *T. solium* cysticerci have developed diverse mechanisms to protect themselves from host immune attack [31], among which epigenetics may play an important role in gene regulation related to parasitism [29]. Recently, *Geyer* et al. found that essential DNA methylation machinery components, such as DNMT2 and MBD, are well conserved throughout the Platyhelminthes [6, 32]. Invertebrate DNMT2s are believed to retain strong DNA methyltransferase activity [33], which is different from vertebrate DNMT2s, which are considered tRNA methyltransferases [34]. Our computational searches indicated that both DNMT2 and DNMT3 are found in *T. solium*, which implies the potential existence of a more sophisticated DNA methylation machinery. In addition, *MBD2/3* homologs were also identified in the *T. solium* genome.

Based on these results, our present study focused on characterizing the DNA methylome and transcriptome of *T. solium* cysticerci, aiming for providing comprehensive omics profiles for this important parasitic stage of *T. solium*. We revealed a mosaic methylation pattern in *T. solium* that is typical of other invertebrates [5, 6, 26, 27, 35, 36]. Cytosine methylation was predominantly found in the CpA dinucleotide context, similar to other invertebrate species, including *Drosophila melanogaster* [37] and other *platyhelminths* such as *S. mansoni* [32], which might be mediated by MBD2/3 proteins [38, 39]. These patterns in the DNA methylome might be closely related to the activity of different DNMTs. As DNMT1 functions as a maintenance methylase by copying methylation after DNA replication with the help of Uhrf1 [40], a lack of DNMT1 might help to explain why much non-symmetrical methylation was observed in the *platyhelminth* genome. We also found that a periodicity for two pairs of mCpA and mCpT sites spaced with 13 bases between the pairs, corresponding to a single turn of the DNA helix, as previously observed. A structural study of the mammalian de novo methyltransferase DNMT3A and its partner protein DNMT3L found that two copies of each form a heterotetramer that contains two active sites separated by a length of 8–10 nucleotides in a DNA helix [41, 42]. Because we could not locate *DNMT3L* in the *T. solium* genome, the consistent 8–10 nucleotide spacing we observed in the *T. solium* genome might be due to *DNMT3A* alone or an unknown factor other than *DNMT3L*.

Gene methylation is believed to be an evolutionarily ancient means of transcriptional control. Among plants, vertebrates and some invertebrates such as *T. spiralis*, the notion that methylation in promoters primarily represses genes by impeding transcriptional initiation has been widely accepted [13, 23, 24], whereas intermediate levels of expression have been associated with genes experiencing the greatest extent of methylation in the gene body, indicating a bell-shaped relationship [43–45]. However, in invertebrates, such as the fungus *Neurospora crassa* [46] and the silkworm *Bombyx mori*, transcription initiation is unaffected. Thus, DNA methylation shows remarkable diversity in its extent and function across eukaryotic evolution. In our *T. solium* results, we also found that methylation levels of mCs were correlated with gene expression levels. Depending on different sequence contexts, methylation seemed to function differently in transcriptional regulation. Intriguingly, high CpG and CpC methylation levels of downstream regions, but not of promoter regions, were observed for silent genes (Fig. 4). In contrast, upstream methylation seemed to mostly affect genes with low expression. Currently, knowledge on methylation patterns and their effects on gene regulation in non-vertebrates are still limited, though species-specific diversity has been observed [47]. Therefore, more data should be collected for the DNA methylomes of each specific species to characterize their patterns and functions.

In addition to characterizing the general distribution pattern of genome-wide DNA methylation, we also focused on methylation status of important *T. solium* genes. Based on previous studies, we looked into 27 extensively methylated genes that are important for *T. solium* development, survival and parasite-host interactions. We found 13 of these 27 genes mutually interacted based on annotations in the model organism *C. elegans*. Specifically, ESPs formed the core of the protein–protein-interaction network, while proteins encoded by conserved genes directly interacted with specific ESPs. Among the ESPs that were potentially regulated by DNA methylation, we found that two heat shock proteins (HSPs), hsp-90 and hsp-1, were highlighted and mutually interacted. The heat shock response is a general homeostatic mechanism that protects cells and organisms from the deleterious effects of environmental stress [48]. Together with COX-2, these proteins were previously reported to be important parasitism-related proteins [49]. Furthermore, we also revealed two genes encoding diagnostic antigens that might be regulated by DNA methylation, including diagnostic antigen gp50 and an 8 kDa diagnostic protein. GP50 is a glycosylated and GPI-anchored membrane protein. In recent years, one component of the lentil lectin purified glycoprotein (LLGP) antigens has been used for antibody-based diagnosis of cysticercosis [50]. The 8 kDa family members are metacestode excretory/secretory glycoproteins, which invoke strong antibody reactions in infected individuals [51]. Importantly, our data suggest that DNA methylation might play a key role in repressing their transcription, implying a potential for drug development in the future that can target epigenetic modification machinery to control this important neglected tropical disease.

The limitation of this study is that subject to research funding, we only performed one sample at cysticercus stage, more stages and environmental stress conidiations need to be designed in the further studies. Whereas it’s the first dataset of integrated DNA methylome and transcriptome of T. solium, and it may offer some clues for further studies of *T. solium*.

## Supplementary Information

**Additional file 1: Figure S1.** Phylogenetic tree of DNMT proteins.

**Additional file 2: Figure S2.** Phylogenetic tree of mbd proteins.

**Additional file 3: Figure S3.** Patterns and chromosomal distribution of DNA methylation in *T. solium*.

**Additional file 4: Figure S4.** DNA methylation patterns and chromosomal distribution.

**Additional file 5: Figure S5.** Average density of methylation levels of cytosine distributed on genome.

**Additional file 6: Figure S6.** Gene Ontology (GO) analysis for the genes with the lowest expression (2nd) and the most highly expressed (5th) genes.

**Additional file 7: Table S1.** Results of reciprocal BlastP searches of T.s DNMTs and MBD.

**Additional file 8: Table S2.** Results of ClustW on dnmt protein sequences.

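Table S3 lists the reads, mapped reads, spike-in conversion and covered cytosines of the bisulfite library data. In the deposited methylation table, 33629381 genome cytosines had at least 5 reads and 38788909 had at least 4. The error rate recomputed from lambda DNA as a fraction was 0.00408.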

**Additional file 9: Table S3.** Data summary of MethylC-seq and RNA-seq.

**Additional file 10: Table S4.** Summary of key parasitism genes that are methylated.

## Data Availability

All data are included in the article.

## Abbreviations

WGBS: Whole-genome bisulfite sequencing
DNMT: DNA methyltransferase
MBD: Methyl-CpG binding proteins

How the deposited data were processed for this re-analysis (not part of the article)

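DNA of T. solium cysticerci was bisulfite-sequenced as 2 libraries and RNA as 1 library. The sample labels name 2 bisulfite libraries, while the paper describes 1 sample and does not say how the libraries were combined. Both entered 1 deposited table and could not be separated, so no replicate error exists for any methylation value, and the RNA library has no replicate either. No p-value across genes or loci is given.

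The authors removed low-quality and adapter reads, mapped bisulfite reads with BSMAP to the T. solium draft assembly, kept properly paired reads and used the methratio script of BSMAP. They deposited for each cytosine and strand the count of reads showing C, the coverage (reads showing C or T), an effective coverage as an estimated count that is corrected with the opposite strand for C/T variants, and the methylated fraction, which is C reads over effective reads. The count, the coverage and the fraction are not normalized. Rows of lambda DNA, the unmethylated spike-in, are part of the same deposited table. The authors mapped RNA reads with Tophat and deposited FPKM with the bounds of a confidence interval from cufflinks, per locus. The version of the assembly is not given in the sources used here beyond scaffold names. Locus starts count from 0 in the deposited table and were printed counting from 1.

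From the counts, each genome cytosine with a depth of at least 5 was tested with a one-sided exact binomial test against an error rate of 0.0041, with Benjamini-Hochberg adjustment over all tested cytosines at 0.01. The paper's text names a binomial test, a false discovery rate constraint and an error rate, but not a false discovery rate, so 0.01 was set before the data were examined. A level is C reads over C and T reads. The deposited fraction differed from C reads over effective reads by more than 0.002 at 15 cytosines. Shares carry 95% Wilson intervals, pair counts exact Poisson intervals and medians order-statistic intervals. Intervals of correlations come from 1000 bootstrap draws. All of them cover counting error only, since PCR copies and neighbouring sites are not independent. Expected pairs at each distance come from pairs of tested cytosines scaled to the same total of pairs up to 50 bases. Quartiles of FPKM were taken over the loci with an FPKM above 0. Loci and flanks of 2 kb were joined to cytosines by position. Windows were 10 kb long. A sequence of 127648844 bases was rebuilt from the 5-base contexts of the cytosines, with 11.9% of the bases unknown, and searched with BLAST 2.17.0 for segments of the DNMT candidates. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

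Calling was tested on simulated counts at the real depths, with 200 planted sites per level. The adjusted rule recovered 9% of sites planted at a level of 15%, 30% at 30%, 67% at 50% and 94.5% at 80%. Methylation at a low level is therefore mostly beyond the reach of this rule at these depths. The unadjusted rule recovered 47.5%, 81.5%, 94.5% and 100%, and called 39043 cytosines that held only errors. Randomly chosen CpA sites gave 0.99 (0.954 to 1.03) times the expected pairs 8 to 10 bases apart, and added pairs 9 bases apart raised the ratio to 4.77.

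Before the data were examined, 19 alternatives were listed, on the adjusted p, the error rate, the depth, the adjustment by context, the effective depth, dense windows, locus limits, the level, the FPKM minimum and the pair and window definitions. After the values had been seen, 7 more were added. They were an unadjusted p under 0.01 at a depth of at least 4, the same at a depth of at least 5, the removal of Scaffold02396 and Scaffold04516, the removal of Scaffold00421, the removal of the grouped scaffolds (every-context and CpG-alone), the removal of both, and quartiles by the midpoint of the FPKM interval. The unadjusted rules were not chosen independently of the paper. The planned rule gave far fewer calls than the paper reports, and 36 rules were then tried against the counts per dinucleotide in Fig. 1B, with a depth of at least 4 or 5, at least 1, 2 or 3 C reads and an unadjusted p under 0.05, 0.01, 0.005, 0.001, 0.0005 or 0.0001. They gave 4798 to 937440 calls, with 50.5% to 70% in CHH and 38.5% to 62.8% in CpA. The 36 rules gave 24 distinct sets of calls, since a minimum of 1 or 2 C reads often selects the same cytosines. The rule kept is the one whose number of calls came closest to the paper's, and it is the same with a minimum of 1 or 2 C reads. Another 15 rules, with depth taken from C and T reads or from effective reads in 2 roundings and 5 error rates from 0.004 to 0.0042, gave 74341 to 77336 calls, and the paper's error rate of 0.0041 was kept. Nearness of unadjusted values to those of the paper follows in part from this search and is no evidence on how the authors called sites. These tried rules are not counted among the 7. The grouping of scaffolds, the definition of tandem repeats and the definition of runs of calls were also set after the values had been seen. A CpG-alone scaffold has at least 50 CpG reads, C in at least 30% of CpG reads and in under 5% of other reads. An every-context scaffold has a median site level of at least 50% both in and outside CpG. That definition was changed once, after a first version on the C-read share over all reads of a scaffold had given Scaffold04516 alone and left out Scaffold02396.

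Items to name were fixed before the data were examined as every gene the paper names by identifier, the 5 loci and the 5 scaffolds with the most called cytosines. The p-values of Table S4 and the figures of the paper had been seen at that time. Other scaffolds named were chosen after their values were seen. Exons, introns, repeats, gene names, gene ontology and interactions were not analysed here because no annotation was used, so the MBD candidates, the median FPKM of the gene lists in Table S4 and upstream or downstream regions have no values.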

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

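Tests of unconverted reads, of the tapeworm's own rRNA genes, of another organism's DNA, of tapeworm DNA at genome depth, of silent loci in general, of repeats, of high depth and of locus length were chosen only after the results had been seen. No biological explanation was tested beyond these, because the design holds 1 stage and no contrast.

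Scaffold02396 and Scaffold04516 were called in every context, a signal on scaffolds the paper does not discuss by name, at 45.8% C reads outside CpG against 0.408% in lambda DNA. They hold 43% of the adjusted calls. Over all reads outside CpG, C was read in 42.9% on Scaffold02396, where most such reads thus showed T, and in 95.8% on Scaffold04516. Reads that were not converted cannot be told apart from dense methylation here, because the scaffolds were grouped by these very levels. Methylation of the tapeworm's own rRNA genes on Scaffold02396, which holds 3 rRNA primer sites, stays open as well. A stretch of Scaffold00643 that is similar to it and holds such a site showed C in 0.379% (0.323 to 0.445%) of reads at a mean depth of 222, near the spike-in, but its identity to Scaffold02396 was 77.1%, and neither scaffold was assigned to an organism. Scaffold04516 has no such site, so nothing here shows it to be rRNA. The source of the reads on these scaffolds was not determined.

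Methylation mostly at CpG was seen on 70 scaffolds (CpG-alone scaffolds), with 68% C reads in CpG against 0.382% in lambda CpG, and 38.4% of the adjusted calls. Of these 1050 calls, 60 lay outside CpG, on 18 of the scaffolds, and over the 70 scaffolds C was read in 1.21% of reads outside CpG, against 0.408% in lambda DNA. Of their 78 loci, 75 were silent, or 96.2%, against 17.6% on other scaffolds. Their reads per kb were 0.158 times those of other scaffolds of similar length, with 69 of the 70 below the median of such scaffolds, and this is consistent with DNA of another organism in the assembly and in the library at a lower amount. Tapeworm loci read at the depth of the genome are argued against, since 56 of the 59 scaffolds with at least 10 others of similar length and GC content lay below the depth of those. Methylation of silent tapeworm loci in general is argued against by the silent loci on other scaffolds, which showed C in 0.391% (0.385 to 0.398%) of CpG reads. Poor mapping or amplification of unusual tapeworm sequence was not tested and could also lower depth, so the organism remains a hypothesis.

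Runs of adjusted calls outside the grouped scaffolds and Scaffold00421 held 217 calls in 5 runs. Of these calls, 92.2% lay in tandem repeats with a period of at most 6 bases, where 0.0114% of tested cytosines lie, and 3 runs had calls on 1 strand alone. Mapping or conversion errors in such repeats may explain them. The 2 runs without repeats, on Scaffold01455 and Scaffold01352, had median levels of 1.12% and 1.04% at median depths of 5918 and 6519 reads, so repeats do not explain those. Methylation of repeats was not tested against errors in another library.

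The first 15 kb of Scaffold00421 held 170 adjusted calls and none in CpG. Their median level was 0.961% at a median depth of 8553.5, and 154 of them lay under 5%. At that depth a small departure from the error rate passes the test, which is a candidate explanation for most of these calls. The highest level was 17.6%, which depth alone does not give. Over all tested cytosines of the region C was read in 0.442%, against 0.44% in the genome. Depth beyond the region had a median of 23, and a multicopy sequence such as an organelle genome is a hypothesis without a test here.

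FPKM lay above the upper bound of its own interval in 36% of expressed loci, and below the lower bound in none, in interval columns the paper does not report on. FPKM divided by the interval midpoint fell with locus length across expressed loci (Spearman's rho -0.63), which may point to the length correction of short loci. The table alone does not show which of both values is off. Quartiles by the midpoint of the interval gave 10 loci with an adjusted call in the lowest quartile and 20 in the highest.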

How the results depend on the processing

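The unadjusted rules, the removal of Scaffold02396 and Scaffold04516, the removal of Scaffold00421, of the grouped scaffolds and of both, and the quartiles by interval midpoint were chosen after seeing the data. The unadjusted rule at a depth of at least 4 was picked from 36 rules tried, because its number of calls came closest to the paper's, and the CpA share over those rules ran from 38.5% to 62.8%. No paired analysis was possible because the bisulfite libraries share 1 table and no comparison is between groups of samples. Where a value moved, the cause was not tested, unless named.

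Main values were 2733 calls, 41.1% in CHH, 22.6% in CpA, a CpA ratio of 0.648, 4.58% of CpG calls under 30%, 94.9% of CpG calls with a called opposite cytosine, 99.7% of calls in the densest windows, 11 and 18 loci with a call in the lowest and highest quartile and a median CpG level of 98.8% in the lowest quartile.

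At an adjusted p under 0.05, 45.1% of calls were in CHH, 27.8% in CpA, the CpA ratio was 0.797, the opposite-strand share 92.5%, the densest windows held 90.5%, and 41 and 38 loci of the lowest and highest quartile had a call. With the error rate per dinucleotide, CHH was 38.4%, CpA 18%, the ratio 0.515 and the densest windows held 100%. That rate comes from the genome's own reads and counts any methylation as error. At a depth of at least 10 there were 1708 calls, 55.8% CHH, 32% CpA, with a ratio of 0.864, 12.5% of CpG calls under 30%, 98.4% with a called opposite cytosine, 100% in the densest windows and 7 lowest-quartile loci. At a depth of at least 3, CHH was 30.4%, CpA 17.1%, the ratio 0.502, CpG under 30% 2.58%, the opposite-strand share 86.1% and the densest windows held 98.6%.

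Without cytosines above the 99th percentile of depth, CHH was 36.3%, CpA 17.1%, the ratio 0.49, CpG under 30% 1.38%, the densest windows held 100%, and 7 and 5 loci of the lowest and highest quartile had a call. Adjustment within CpG, CHG and CHH put 100% in the densest windows, as did 1-kb windows. Without the densest windows there were 3 calls, all CpG, so CHH and CpA were 0%, the ratio 0, CpG under 30% 0%, 100% lay in the windows that were then densest, and 0 loci of either quartile had a call. By construction that step removes most calls, and it left no opposite-strand share, pair ratio, lowest-quartile median or correlation. Loci with 2 kb on each side gave 21 lowest-quartile loci and a median of 95.2%. Levels over all tested CpG gave a median of 0.506% (0.317 to 95.4%) over 5 loci in place of 79 sites. Cytosines without a call then enter and each locus counts once, and these changes were not separated.

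With an unadjusted p under 0.01 at a depth of at least 4, there were 75732 calls, 69.4% CHH, 56% CpA, a ratio of 1.62, 74.4% of CpG calls under 30%, 9.36% with a called opposite cytosine, 9.4% in the densest windows, 1438 and 1255 loci of the lowest and highest quartile and a median of 16.7%. At a depth of at least 5 these were 73519 calls, 70.01% CHH, 56.6% CpA, a ratio of 1.62, 80.2%, 7.9%, 8.99%, 1422 and 1228 loci and a median of 16.7%. The CpA ratio thus went from below 1 to above 1 under both unadjusted rules, and it did so under the adjusted rule too without the grouped scaffolds. Without Scaffold02396 and Scaffold04516 there were 1440 calls, 31.6% CHH, 2.11% of CpG calls under 30%, an opposite-strand share of 86.4%, 100% in the densest windows, 7 lowest-quartile loci and a median of 87.5% over 6 sites. P values were adjusted anew in this step and the next. Without Scaffold00421 there were 37.6% CHH, 18.4% CpA, a ratio of 0.528 and 8 highest-quartile loci. Without the grouped scaffolds, with p values adjusted anew, there were 420 calls, 91.4% CHH, 63.3% CpA, a ratio of 1.81 (1.68 to 1.94), 30% of 20 CpG calls under 30%, an opposite-strand share of 18.2% over 11 calls, 100% in the densest windows and 2 lowest-quartile loci. Without these and Scaffold00421 there were 259 calls, 91.5% CHH, 50.6% CpA, a ratio of 1.45 (1.28 to 1.62), 31.6% of 19 CpG calls under 30%, an opposite-strand share of 20.0% over 10 calls, 100% in the densest windows and 1 locus in each quartile. Neither step left a lowest-quartile median, and the second left no correlation.

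Pairs of CpA calls 8 to 10 bases apart were 1.16 to 1.41 times expected under the alternatives named above that gave a ratio and for adjusted calls inside gene loci, but the interval reached below 1 at a depth of at least 10 (0.963 to 1.4), without Scaffold00421 (0.995 to 1.4) and inside gene loci (0.737 to 1.74). Other sets of calls lay outside that range, with 0.961 for unadjusted calls inside gene loci and, with tandem repeats and every-context scaffolds left out, 1.07 for unadjusted and 1.92 for adjusted calls. The correlation across loci had intervals that included 0 under every setting, and was positive with levels over all tested cytosines (0.143), without the grouped scaffolds (0.0714, 7 loci) and under the unadjusted rules (0.0207 over 3531 loci at a depth of at least 4, 0.0208 over 3447 at a depth of at least 5). The number of expressed loci stayed between 8812 and 9718. An error rate of 0.004 and the effective depth left each value within its interval or 1.5 times its count, and the FPKM minimums did the same for the quartile counts. All loci have the quantification status OK, so that filter moved nothing. Leaving out each bisulfite library, other pseudocounts, the lists without cox1 and cox2 and the list medians could not be run on a pooled table with blank gene names. Depth limits the adjusted rule: most methylation at a level under 30% would not be called.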

Differences from the paper's values

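In units of 1000, the paper gives 76.6 methylated cytosines, which are 0.20% of those with enough depth, against 2.733 here, or 2733 calls and 0.00813%. None of the 9 alternatives set before the data were examined that apply to these values came within 1.5 times of the paper's. An adjusted p under 0.05, an error rate of 0.004, the error rate per dinucleotide, a depth of at least 10 or at least 3, no cytosines above the 99th percentile of depth, adjustment within contexts, the effective depth and no densest windows gave 3 to 3954 calls. The unadjusted rule at a depth of at least 4 gave 75732 calls and 0.195%, but it was chosen after seeing the values, from 36 rules tried, because it came closest to the paper's number, and how many of the paper's own sites it drops could not be counted because no list of them was used here. Of those 36 rules, chosen after seeing the values as well, 8 gave a number within 1.5 times the paper's, as 4 distinct sets of calls, among them an unadjusted p under 0.005 with 60834 calls at a depth of at least 4 and 58621 at a depth of at least 5, and an unadjusted p under 0.01 with 73519 calls at a depth of at least 5. The 15 further rules on depth and error rate, also tried after seeing the values, all did so, with 74341 to 77336 calls.

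In CHH, the paper places 69.5% of methylated cytosines, against 41.1% here. A depth of at least 10 gave 55.8%, within 1.5 times, and the other 8 of the same 9 alternatives did not. In CHG the paper places 15.38%, against 10.2%, and 3 alternatives came within 1.5 times, which were an error rate of 0.004 (10.3%), a depth of at least 10 (14.3%) and the effective depth (10.3%), while 6 did not. In CpG the paper places 15.12%, against 48.7%, and all 9 alternatives stayed beyond 1.5 times, though 32 of the 509 adjusted calls outside the grouped scaffolds were CpG, or 6.29%. In CpA the share is 55.73% in the paper and 22.6% here, with all 9 alternatives beyond 1.5 times. The unadjusted rule at a depth of at least 4, which was chosen after seeing the values for its number of calls and whose dropped sites could not be counted, gave 69.4% CHH, 15.4% CHG, 15.2% CpG and 56% CpA. All 36 rules tried came within 1.5 times of the paper in CHH and in CpA, and 26 of them did in CpG. The adjusted rule without the grouped scaffolds, chosen after seeing the values and with dropped sites that could not be counted, gave 91.4% CHH and 63.3% CpA, and without Scaffold00421 as well, chosen likewise, 91.5% and 50.6%, all within 1.5 times, but 4.76% and 7.34% CpG, which are not.

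The paper puts the same 55.73% as the part of all CpA that are methylated, against 0.00526% of tested CpA here, and 0.317% with the unadjusted rule. Of the 9 alternatives set before the data were examined, none came within 1.5 times of it. Per strand the paper gives more than 21,000 methylated CpA, against 288 on the plus strand and 330 on the minus strand, again with all 9 alternatives beyond 1.5 times. The unadjusted rule at a depth of at least 4, chosen after seeing the values and with dropped sites that could not be counted, gave 20998 and 21401.

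Genes with a methylated cytosine number 1,647 in the lowest and 1,354 in the highest quartile of expression in the paper, against 11 and 18 loci here, and all 13 alternatives set before the data were examined stayed beyond 1.5 times for both. The unadjusted rule at a depth of at least 4, chosen after seeing the values, gave 1438 and 1255 loci, and how many of the paper's genes it drops could not be counted because the loci carry no gene names.

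Mean depth (11.32), expressed genes (9718 of 11903) and the error rate of the spike-in (0.00408, against 0.0041 in the paper) lay within 1.5 times of the paper's values under the main setting. For the cytosines at the depth minimum of 5, Table S3 has 38788902, against 33629381 with a depth of at least 5 here and 38788909 with a depth of at least 4, a limit chosen after seeing the values.

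Statements of the paper were also compared. It describes most sites in and outside CpG as having levels under 30%, and here 4.58% of adjusted CpG calls (30% of 20 without the grouped scaffolds), 29% of CHH calls and 23.2% of CHG calls did, while the unadjusted calls had 74.4%, 88.8% and 88.2%. The adjusted rule misses most sites at such levels at these depths, so its shares cannot decide this statement. For CpA, peaks at 8 to 10 bases are described for introns, and over all scaffolds the ratio at these distances was 1.25 for adjusted calls, with the largest single ratios at 12, 24 and 36 bases. For CpA and CpT levels that fall with rising expression, as the paper describes, unadjusted CpT calls went from 16.7% in the lowest to 18.2% in the highest quartile, and to 16.7% without the grouped scaffolds, while adjusted CpT calls had 98.7% (43 sites), 2.41% (20 sites), 80% (1 site) and 35% (47 sites) from the lowest to the highest quartile, with 2 of the 43 sites left without the grouped scaffolds, and unadjusted CpA calls went from 14.3% to 12.5%. Adjusted CpA calls had 98.5% (49 sites), 0.913% (149 sites), 50% (7 sites) and 0.914% (146 sites) from the lowest to the highest quartile. Of the 49 sites, 45 lay on Scaffold02396. Scaffold00421 held 144 of the 149 sites and 113 of the 146, and these 113 are among the 144, counted in both quartiles. A relation of levels to expression had a rho of -0.249 (-0.672 to 0.312) for adjusted calls in CpG and CpC. Values on the paper's side begin with the share of A after CHH calls. It was 45.9% of adjusted and 66.2% of unadjusted calls, against 41.9% and 41.3% of tested CHH. Outside the grouped scaffolds it was 67% of adjusted calls, and 57.6% without Scaffold00421 as well. Of the 339 adjusted calls then left over all contexts, 202 lay in tandem repeats of up to 6 bases, where errors may explain them. Over all contexts, though, the CpA ratio of adjusted calls was 0.648, and 1.82 without the grouped scaffolds. Lambda DNA gave 56.7% CpA among its own unadjusted calls. The median level of adjusted CpA calls without Scaffold00421, 81.5%, lay near that of CpG, 83.3%, though with that scaffold it was 58.3%, and the CpT median, 93.8% (90 to 95.7%), stood above both. CpG had the highest mean level in loci, 81.9%, but not the highest median, which was 94.4% in CpC against 85.7% in CpG, and 12 CpG calls in loci were left without the grouped scaffolds. Also on the paper's side is the median of 98.8% for CpG in the lowest quartile, which rests on 1 locus for 70 of 79 sites. The highest quartile had 93.8% over 38 sites, in another locus of the same scaffold, Scaffold02396. Unadjusted calls had 16.7% in both quartiles. The C reads on Scaffold02396, which holds rRNA primer sites, are on that side too. A stretch of Scaffold00643, 77.1% identical and with such a site, showed C in 0.379% of reads, though, and held 0 adjusted calls. Unconverted reads and the organism of Scaffold02396 stay open.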

Other observations

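Tests of CpA spacing and of the expression classes had their limits set after the values were seen. The tests against the spike-in were also written after its C-read shares had been seen, though before the expected calls were computed. The test of clustering by strand was written before its values were seen. The unadjusted calls examined here come from a rule picked for the number of calls it gave.

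Lambda DNA holds no methylation, so its C reads give the calls that errors make. At the C-read share of lambda DNA per dinucleotide and the tested depths, 42406 unadjusted calls are expected, 56% of the 75732 observed. Sites of lambda DNA thinned to the depths of the genome give 66.9%. Errors at the spike-in rates are thus consistent with more than 50% of the unadjusted calls, and cannot account for all of them. CpA would make up 59.4% of such expected calls, against 56% observed, so the CpA share of unadjusted calls may come from the higher C-read share of CpA that lambda DNA also shows.

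Part of the remainder may come from DNA molecules with several unconverted cytosines. Outside tandem repeats and grouped scaffolds, same-strand pairs of unadjusted calls 2 to 50 bases apart were 4.08 times (3.97 to 4.19) as many as independent calls would give, and opposite-strand pairs 2.05 times (1.96 to 2.14). At 501 to 1000 bases the ratios were 2.05 and 1.76. Each unadjusted call rests on at least 2 C reads, so 1 such molecule read once would not make a call alone. How often molecules were read more than once was not tested. The excess on the same strand at short distance is of a kind that such molecules could give, but the excess that stays at long distance and on the opposite strand is not. Differences in depth between regions and methylation at a low level stay open for that part, and neither was tested.

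Spacing of CpA calls was examined with tandem repeats and every-context scaffolds left out. Pairs of unadjusted calls 8 to 10 bases apart were then 1.07 times expected (0.902 to 1.26), so no excess beyond counting error was left at these distances. An excess stayed at shorter ones, with 2.13, 1.7 and 1.4 at 2, 3 and 4 bases and 1.22 (1.04 to 1.42) at 5 to 7 bases, which neither the spacing of CpA nor tandem repeats account for. Pairs of adjusted calls kept a ratio of 1.92 (1.05 to 3.22). All 14 of these pairs lay on Scaffold00421, so for adjusted calls a spacing preference cannot be told apart from the layout of 1 scaffold read at very high depth.

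Levels of called CpG by expression class differed by 59.6 percentage points between the highest and lowest class median among unadjusted calls, and by 7.14 points without the grouped scaffolds. A few scaffolds may thus account for most of the difference. They were grouped by their high CpG levels, so leaving them out lowers high medians by construction and cannot serve as a test. Without them silent loci had the lowest median, and the medians of the 4 quartiles differed by 1.28 points. Of all unadjusted CpG calls, 70.6% rested on exactly 2 C reads, so a class median cannot be told apart from depth here. Over all tested CpG without the grouped scaffolds, silent loci had the highest share of C reads. It was 0.389%, against 0.376% to 0.387% in the quartiles.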
